A study of Drosophila melanogaster with 12 samples. Its data were reported in "Thermosensitive alternative splicing senses and mediates temperature adaptation in Drosophila" (2019).

How the data were processed

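The study sequenced small RNAs that were bound to AGO1, the Argonaute protein that carries most miRNAs in Drosophila, in heads of Canton-S flies. Canton-S is a common wild-type laboratory strain. Heads were lysed, AGO1 was pulled down with an anti-AGO1 antibody on magnetic beads, the RNA held by the beads was extracted, and small RNA libraries for Illumina sequencing were prepared with an NEBNext kit. There were 12 libraries, from flies kept at one of 3 temperatures (18°C, 25°C and 29°C), with heads collected at ZT3, ZT9, ZT15 and ZT21 at each temperature. ZT (Zeitgeber time) counts hours in the light and dark cycle from lights on. Temperature and time point were taken from the sample labels. The libraries of one temperature were its replicates (n = 4), as in the study's methods, and are named by temperature and ZT.

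The authors assigned the reads to mature miRNAs of miRBase 21 with the miRExpress pipeline. The version, the adapter trimming and the read length limits were not stated. The deposited table holds 408 rows, each a mature miRNA at one of 238 hairpins, and 1 column per library. Its values are a signal that the authors made by dividing the reads of each row by one size factor per library. This was read from the values: in each library every value is a whole multiple of one step, which is what 1 read is worth there. Of 4896 values, 100% came out within 0.01 of a whole number of reads, with a largest distance of 0.00101. Size factors recomputed from the recovered reads by the median of ratios, as DESeq2 does, differed from the recovered ones by 0. The size factors ranged from 0.392 in the 29°C ZT21 library to 1.52 in the 25°C ZT15 library. A single factor per library keeps the proportions within a library, so a deposited value has the unit of reads at a common depth, and a change in the few most abundant miRNAs does not shift the others. The values are not corrected for ligation or PCR preferences of single miRNAs. The tests therefore compared 2 different miRNAs, or the 2 arms of a hairpin, only in how they changed between libraries. The ranking of miRNAs by reads and the choice of the less abundant arm of a hairpin did use levels, so these preferences may affect them.

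Mature miRNAs made from more than 1 hairpin share reads. There were 400 mature names, 7 of them listed at more than 1 hairpin, and 5 rows that repeated another row in all 12 libraries were kept 1 time, which left 403. Rows with the same mature name and slightly different values were kept, and their reads cannot be assigned to one hairpin. The arm miR-276b-5p was in the arm ratio test but not among the single miRNAs tested. Its values point to a repeat of the miR-276a-5p row. Between 18°C and 29°C the log2 arm ratio of mir-276b changed by 0.711, as the changes of miR-276a-5p (0.288) and miR-276b-3p (-0.423) give together. The arm ratios of mir-276a and mir-276b thus use the same 5p reads, which cannot be assigned to one hairpin. The reads per library ranged from 4423511 to 16840372, a ratio of 3.81. A floor of 3 reads corresponded to deposited values from 1.97 to 7.65, depending on the library. Reads were not collapsed by molecular identifiers, so floors and intervals cover counting error only.

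The test planned before the data were examined was the quasi-likelihood test of edgeR (version 4.0.16) on counts. Since the deposited values are not counts, the main test was limma (version 3.58.1, R version 4.3.3) on log2(value + 1), a pseudocount of 1, with lmFit, contrasts.fit and eBayes with trend and robust estimation. The planned test, with TMM factors, was run on the recovered reads as an alternative. It called 38 miRNAs between 18°C and 29°C, 12 between 18°C and 25°C and 9 between 29°C and 25°C. All fold changes are on the log2(value + 1) scale, which understates changes of miRNAs with few reads. A miRNA was tested if it passed filterByExpr on the recovered reads. Libraries were grouped by temperature (244 miRNAs), or by time point for the test of time of day (252 miRNAs). In the comparison of dark with light, 235 miRNAs were tested. One model of 3 temperature groups over all 12 libraries gave the 3 comparisons. A miRNA was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, the thresholds of the study's methods, which used DESeq2. Time of day was tested as 3 coefficients for 4 time points with temperature as covariate. The change of a light and dark difference with temperature was tested as 2 interaction coefficients, with ZT3 and ZT9 as light and ZT15 and ZT21 as dark. Both, and the comparison of dark with light, were called at an adjusted p under 0.05 alone. A full model of temperature by time point leaves no replicate and was not fitted. For hairpins with both arms at a mean of at least 10 reads, the arm ratio was log2((5p reads + 0.5)/(3p reads + 0.5)), which does not depend on the scaling, and it was tested with limma in the model of 3 temperatures.

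Lists were fixed before the data were examined. The tim list held 10 miRNAs that the study names as temperature dependent and predicted to bind a 3′ UTR of timeless (tim), with both arms of mir-276a, which the study names as a regulator of tim. The study chose the 10 on these libraries. The cluster list held every arm of mir-959 to mir-964, which lie close together on chromosome 2L. The arm ratio test was also planned before the data were examined, but after the study's own fold changes for single miRNAs had been read. Beyond the lists, the text names, for each comparison of 2 temperatures, up to 5 called miRNAs per direction with the largest fold change among those whose 4 libraries at one temperature all lay on one side of the 4 at the other. For the arm ratio it names the 5 hairpins with the smallest p, and for composition the 5 miRNAs with the most reads. The lists used only in the closing section, the mir-309 cluster (8 hairpins) and an ovary and egg list (6 hairpins), were written after the values of the cluster had been seen.

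The tests named below were checked on simulated reads, in which 40 miRNAs were changed by 2 on the log2 scale. These reads were drawn for the 244 tested miRNAs with the means and depths of these libraries. The comparison of 29°C with 25°C was not among the tests checked. Limma recovered 97.5% of them between 18°C and 29°C with 1 false call, 90% between 18°C and 25°C with 1, 97.5% between dark and light with 5, 92.5% for time of day with 2 and 70% for the interaction with 1 false call. For time of day edgeR and DESeq2 also recovered 92.5%, with 0 and 5 false calls. The arm ratio test recovered 20 of 20 hairpins changed among 90, with 0 false calls. With no miRNA changed, limma made 0 calls in the tests of temperature and of time of day. The interaction, dark against light and the arm ratio were not checked in this way.

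Alternatives were other tests (edgeR, and DESeq2 version 1.42.0), other scalings (TMM factors, library totals, factors without the 5 most abundant miRNAs), other filters, pseudocounts of 0.1 and 10, all rows as deposited, 1 row per mature name, the time point as a replicate block, models of 8 libraries only, other thresholds, and leaving out each library in turn. Those that concern the pseudocount, TMM scaling in limma, 1 row per mature name and the block with only 8 libraries were chosen after seeing the data, as was the use of the planned edgeR test as an alternative.

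The same time points were sampled at each temperature, so the time point can pair libraries of different temperatures. This was checked by the correlation of their deviations from the temperature means. Between 29°C and 25°C it was 0.295, 0.445, 0.226 and 0.361 at ZT3, ZT9, ZT15 and ZT21, all over 0.1, so these libraries were taken as paired. Between 18°C and the other temperatures it ranged from -0.46 to 0.0627, so those were not. Libraries of different time points were not compared in this way, so a pairing by time point was assumed and not shown. Hairpin positions are 1-based and were looked up by name in the Ensembl annotation, release 115, of genome build BDGP6.54, where 234 of the 238 hairpins had 1 gene of the same name. The deposited table gives no coordinates, so no other build was involved. Plots were drawn with matplotlib 3.10.9.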

Results

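The data are miRNA levels in AGO1 immunoprecipitates from heads of wild-type Canton-S flies, in 12 small RNA libraries. AGO1 holds miRNAs and brings them to the mRNAs they repress, so a miRNA recovered with AGO1 was taken as loaded for use. Carry-over of RNA that AGO1 did not hold was not ruled out. Flies were kept at one of 3 temperatures (18°C, 25°C and 29°C), with heads taken at ZT3, ZT9, ZT15 and ZT21, and there was 1 library for each temperature and time point. Each temperature thus had 4 libraries and each time point 3. The study collected them to find out whether the miRNAs that act on mRNAs of the clock gene timeless (tim) depend on temperature. Library depth was 11412384 ± 2623035 miRNA reads at 18°C, 12676727 ± 2909966 at 25°C and 9716405 ± 4520836 at 29°C (mean ± SD, n = 4 each). The shallowest library, at 29°C and ZT21, had 4423511 reads and the deepest, at 25°C and ZT15, had 16840372. Values below are deposited values, which are reads divided by a size factor of the library, given as mean ± SD with n = 4 unless stated otherwise. Adjusted p-values are from limma with Benjamini-Hochberg adjustment.

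A small number of miRNAs made up most reads. The 5 most abundant miRNAs together held 63.2% ± 1.59 of the reads at 18°C, 63.4% ± 0.851 at 25°C and 64.5% ± 1.06 at 29°C. Over all libraries miR-276a-3p had 25.7% of the reads, miR-14-3p 18.8%, miR-8-3p 8.05%, bantam-3p 5.99% and miR-184-3p 5.23%. Libraries of the same temperature differed by more than sampling noise. The lowest chi-square per degree of freedom among the 18 pairs was 243, over 233 miRNAs, so no 2 libraries were copies of each other. Across these miRNAs, which are not independent replicates, the log2 values of such pairs correlated with r from 0.976 to 0.995. In a principal component analysis of the 244 tested miRNAs, the first component held 37.4% of the variance. The 18°C libraries lay between -8.06 and -5.96 on it, those at 25°C between -2.36 and 2.33, and those at 29°C between 5.46 and 8.14.

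Between 18°C and 29°C, 39 of the 244 miRNAs tested were called, 24 of them higher and 15 lower at 18°C. At an adjusted p under 0.05 without the limit on the fold change there were 97, which was the alternative that raised the count the most, and with only miRNAs of at least 100 reads on average there were 18. In 33 of the 39 the 4 libraries at one temperature did not overlap with the 4 at the other. Over all 244 this held for 84, or 34.4%, where chance gives 2.86%. Many called miRNAs had few reads: 21 of the 39 had a mean under 100.

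The largest difference among miRNAs without overlap was that of miR-9372-3p, with a mean of 69.5 at 18°C (45.5 to 104 in the 4 libraries), 8.02 ± 4.93 at 25°C and 0.226 ± 0.453 at 29°C. No 29°C library had more than 1 read of it. Against a floor of 3 reads per library it was at least 16.4-fold higher at 18°C (fitted log2 fold change 5.84, SE 0.473, adjusted p 5.4e-07). Its hairpin lies at X:633691-633751 (build BDGP6.54), on the minus strand, within a coding exon of Dredd on the same strand. Also higher at 18°C were miR-4985-5p (log2 fold change 3.10, 0 to 16 reads per library), miR-9371-5p (3.07, 1 to 64 reads), miR-4940-5p (2.74, 0 to 29 reads) and miR-9370-5p (1.82, 4 to 59 reads). The hairpins of miR-9371-5p, miR-4940-5p and miR-9370-5p lie in 3′ UTRs, those of Glut4EF, nwk and Amun, on the strand of the gene. The largest differences in the other direction were those of miR-4976-5p (log2 fold change -2.40, 3 to 55 reads), miR-4919-3p (-2.25, 52 to 555 reads), miR-4916-3p (-1.95, 1 to 19 reads), miR-92b-3p (-1.60, 399 to 2467 reads) and miR-964-5p (-1.54, 10 to 94 reads). The adjusted p-values of these 9 miRNAs ranged from 4e-07 for miR-4919-3p to 0.0019 for miR-4916-3p. With a pseudocount of 10 the log2 fold change of miR-4916-3p was -0.79, under the limit for a call.

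**Figure D1:**
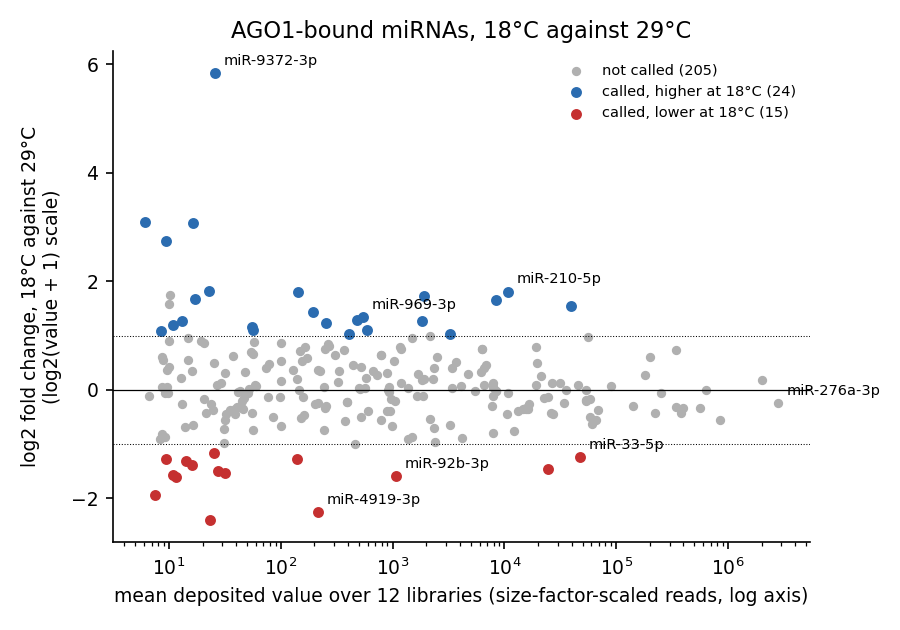
The log2 fold change between 18°C and 29°C, on the log2(value + 1) scale, is plotted against the mean deposited value over 12 libraries (log axis) for 244 miRNAs, 1 point each. The 24 miRNAs called higher at 18°C and the 15 called lower are coloured, dotted lines mark the fold change limit of 1, and miR-9372-3p lies highest at 5.84.

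Between 18°C and 25°C, 10 miRNAs were called, 9 higher and 1 lower at 18°C, which is 90% higher. With TMM scaling the split was 8 higher and 3 lower, or 72.7% higher, and at an adjusted p alone it was 27 higher and 21 lower. The called miRNAs with the largest differences were miR-9372-3p (log2 fold change 3.10, adjusted p 0.000854), miR-274-3p (1.48, adjusted p 0.0217), miR-9370-5p (1.41, adjusted p 0.00291), miR-9371-5p (1.38, adjusted p 0.0282) and miR-87-5p (1.35, adjusted p 0.00188), and in the other direction miR-4916-3p (-1.59, adjusted p 0.0152). Leaving out a single library took miR-274-3p, miR-9371-5p and miR-4916-3p past the threshold, to adjusted p-values of up to 0.0623, 0.0790 and 0.0600.

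Between 29°C and 25°C, 8 miRNAs were called, 5 higher and 3 lower at 29°C. The split depended on the choices made: at an adjusted p alone it was 11 higher and 18 lower, edgeR gave 7 higher and 2 lower, and with only the 8 libraries of these temperatures it was 6 higher and 0 lower. Without the 25°C ZT3 library 5 miRNAs were called, and with the time point as a replicate block 7, where miR-1015-3p went to an adjusted p of 0.0574. The called miRNAs were miR-1015-3p (log2 fold change 1.44, adjusted p 0.0260), miR-4919-3p (1.39, adjusted p 0.000306), miR-964-5p (1.35, adjusted p 0.0113), miR-967-3p (1.29, adjusted p 0.0128) and miR-1006-5p (1.08, adjusted p 0.00835), which were higher at 29°C, and miR-9372-3p (-2.74, adjusted p 0.00201), miR-4985-5p (-2.06, adjusted p 0.0194) and miR-9371-5p (-1.69, adjusted p 0.0158), which were lower. All but miR-4919-3p had a mean of under 100 reads. Leaving out a single library took miR-1015-3p to an adjusted p of up to 0.10, miR-4985-5p to 0.0716 and miR-9371-5p to 0.0520. With all libraries, the planned edgeR test did not call miR-4985-5p (adjusted p 0.0985 from edgeR).

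The 25°C level lay between the other two for most miRNAs that differed between 18°C and 29°C. Of the 39 called, 35 had their 25°C mean between the means at 18°C and 29°C. In 10000 simulations in which the 25°C level equalled that of one end, this number had a median of 19, and 95% of the simulations gave 13 to 26. The simulations took the measured means at 18°C and 29°C as the true levels. Since the 39 were chosen for a large difference between these means, the simulated numbers may be too low. All 10 miRNAs called between 18°C and 25°C and 7 of the 8 called between 29°C and 25°C were among the 39.

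The comparison that the study was set up for concerns miRNAs with predicted sites in tim mRNAs. Of the 12 miRNAs of the tim list, 10 were called between 18°C and 29°C, 5 higher and 5 lower at 18°C, and 10 were called when adjusted over the list alone. Since the study chose these 10 on the same libraries, neither count is independent evidence. For 18°C against 25°C, 2 members were called, and 3 adjusted over the list alone. For 29°C against 25°C it was 1, and 2 adjusted over the list alone. The level of miR-969-3p was 843 ± 345 at 18°C, 471 ± 223 at 25°C and 317 ± 66.0 at 29°C (log2 fold change of 18°C against 29°C 1.34, SE 0.339, adjusted p 0.00698). Its adjusted p against 25°C was 0.0900 for 18°C and 0.458 for 29°C, so neither of these differences passed the threshold. The hairpin lies between annotated genes at X:18124357-18124450, on the plus strand. The level of miR-33-5p rose from 30280 ± 1605 at 18°C to 41707 ± 2248 at 25°C and 71914 ± 7946 at 29°C (log2 fold change -1.24, SE 0.103, adjusted p 5.4e-07). Its hairpin, at 3L:19797961-19798059 on the plus strand, is in an intron of SREBP.

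Of the other members, miR-210-5p (log2 fold change 1.81), miR-2a-2-5p (1.43), miR-375-5p (1.15) and miR-1001-3p (1.10) were higher at 18°C, and miR-284-5p (-1.47), miR-92b-3p, miR-4919-3p and miR-4976-5p were lower. Within 25°C and within 29°C, miR-2a-2-5p was highest in the ZT21 library, with 228 and 181. Leaving out the 29°C ZT15 library took miR-1001-3p to a log2 fold change of 0.90, under the limit. The most abundant of these over all libraries, miR-284-5p, was at 13179 ± 2005 at 18°C, 24500 ± 2351 at 25°C and 36223 ± 2873 at 29°C. At 18°C miR-210-5p was higher, at 19282 ± 7019. The arms of mir-276a were not called. The level of miR-276a-3p was 2612790 ± 406844 at 18°C and 3065330 ± 91968 at 29°C (log2 fold change -0.24, adjusted p 0.160). That of miR-276a-5p was 2019 ± 520 and 1631 ± 286 (0.29, adjusted p 0.200), a difference smaller than the spread between libraries. At 25°C it was 1367 ± 133. For 18°C against 25°C its adjusted p was 0.0412, with a log2 fold change of 0.53, under the limit for a call. The log2 ratio of 5p to 3p of mir-276a did differ between 18°C and 29°C (difference 0.53, adjusted p 0.0279).

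**Figure D2:**
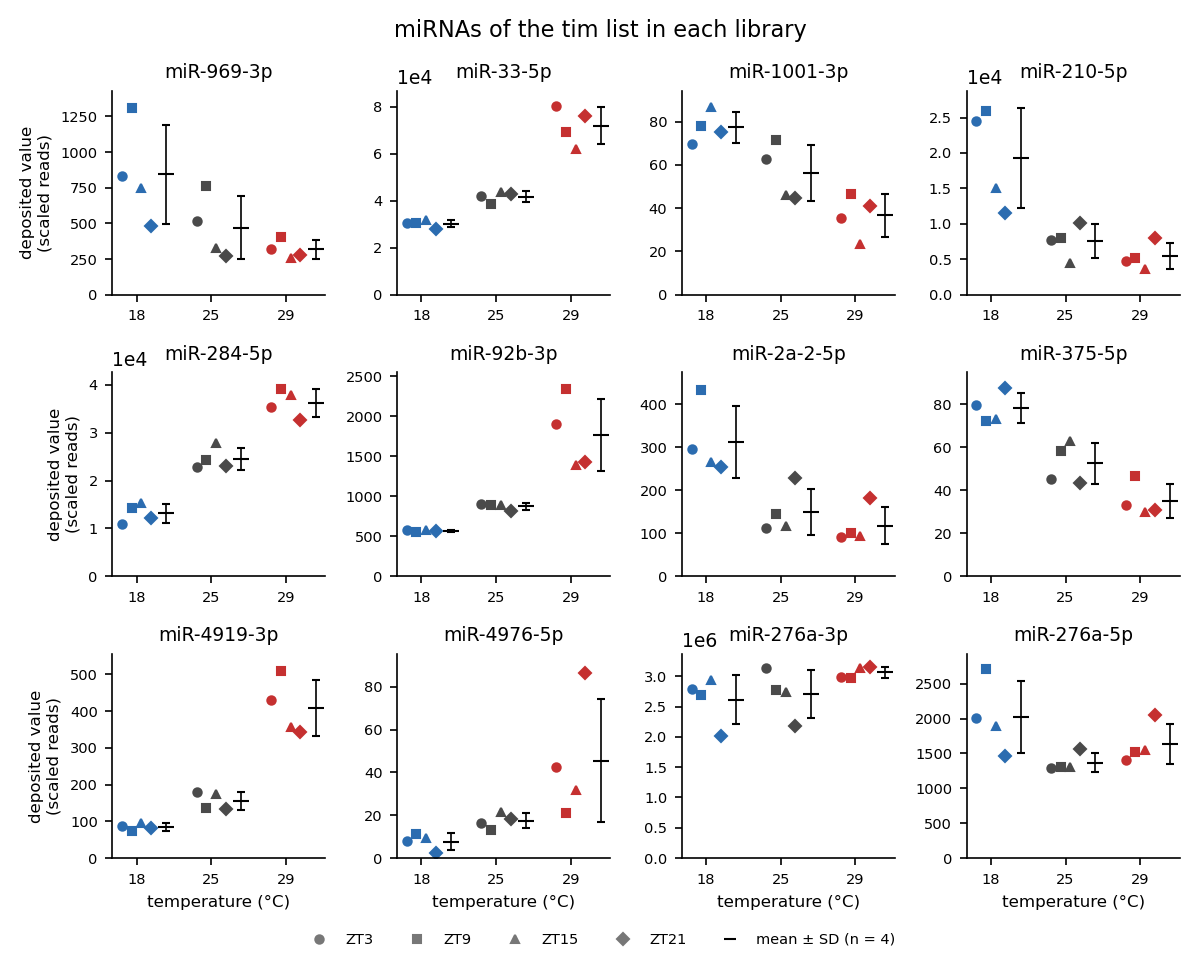
Deposited values (reads scaled by size factors, linear axes from 0) of the 12 miRNAs of the tim list are plotted for each of the 12 libraries by temperature, with marker shapes for the time points and bars for the mean ± SD (n = 4). For miR-33-5p the libraries of the 3 temperatures do not overlap, and for miR-276a-3p those at 25°C overlap with both others, while those at 18°C lie below those at 29°C.

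Each hairpin gives a 5p and a 3p arm, of which one usually is the more abundant in AGO1. The ratio of the arms was compared between 18°C and 29°C to find out whether the arms of a hairpin changed alike. It differed in 50 of 89 hairpins (56.2%), and 58 had an unadjusted p under 0.05. The count was lowest, at 37, without the 29°C ZT3 library. In 40 of the 50 the less abundant arm over all libraries was relatively higher at 18°C, and in 10, among them mir-285, it was lower. With the arm picked at 25°C the numbers were 41 and 9. For mir-277 (3R:10100022-10100121, in an exon of a long noncoding RNA), the log2 ratio of 5p to 3p was -4.21 ± 0.149 at 18°C, -5.04 ± 0.244 at 25°C and -5.93 ± 0.396 at 29°C, a difference between 18°C and 29°C of 1.72 (SE 0.190, adjusted p 2.6e-06). The 5p arm fell from 13452 ± 886 at 18°C to 4411 ± 1261 at 29°C while the 3p arm was at 248780 ± 12286 and 262169 ± 33475. The differences were 1.83 for mir-285, -1.72 for mir-1000, 1.73 for mir-210 and -1.14 for mir-927, with adjusted p-values from 2.6e-06 to 5e-06. In mir-277, mir-1000, mir-927 and mir-210 the less abundant arm was the higher one at 18°C relative to the other. In mir-285 neither arm was the less abundant one at all temperatures, with a log2 ratio of 5p to 3p of 0.835 ± 0.266 at 18°C, -0.347 ± 0.228 at 25°C and -0.995 ± 0.410 at 29°C. In 6 hairpins both arms differed in opposite directions at an adjusted p under 0.05, namely mir-969, mir-1000, mir-927, mir-375, mir-274 and mir-278. In mir-969 the log2 fold change was 1.34 for the 3p arm and -0.73 for the 5p arm (adjusted p 0.0255).

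**Figure D3:**
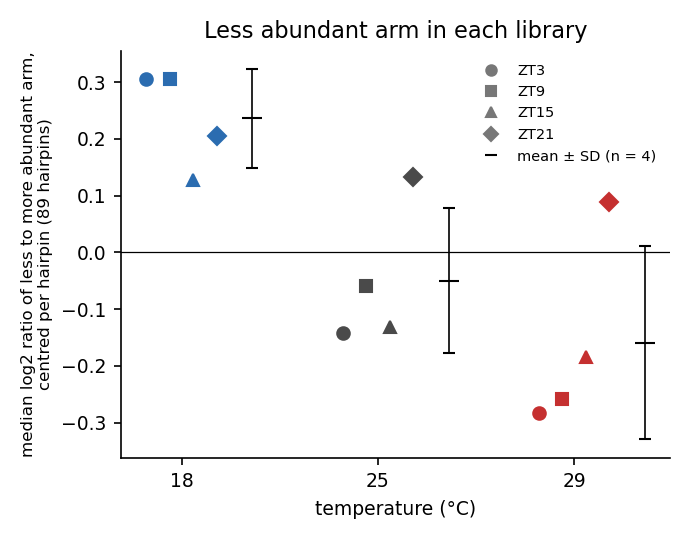
The median over 89 hairpins of the log2 ratio of the less to the more abundant arm, centred per hairpin, is plotted for each library by temperature, with marker shapes for the time points and bars for the mean ± SD (n = 4). The 18°C libraries sit between 0.127 and 0.306, those at 29°C between -0.283 and 0.0886, and the ZT21 libraries are the highest at 25°C and at 29°C.

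The 4 time points allow a test for a change over the day. With temperature as covariate and 3 libraries per time point, 0 of 252 miRNAs had an adjusted p under 0.05. At an unadjusted p under 0.05 there were 12, where chance alone gives 12.6. The smallest p was that of miR-969-3p, with an adjusted p of 0.133. It was higher at ZT9 than at the other time points at each temperature, with values at ZT9 of 1310 at 18°C, 765 at 25°C and 408 at 29°C, and lowest at ZT21 at 18°C and 25°C, with 484 and 269. The other arm, miR-969-5p, was not highest at ZT9 at any temperature. The outcome rested on single libraries. Without the 18°C ZT21 library 23 miRNAs had an adjusted p under 0.05, miR-969-3p among them, and without the 29°C ZT21 library it was miR-969-3p alone. DESeq2 also called miR-969-3p and no other miRNA (adjusted p 3.7e-05). Over 26 alternatives its adjusted p ranged from 3.7e-05 to 0.998, and it was under 0.05 in 3.

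**Figure D4:**
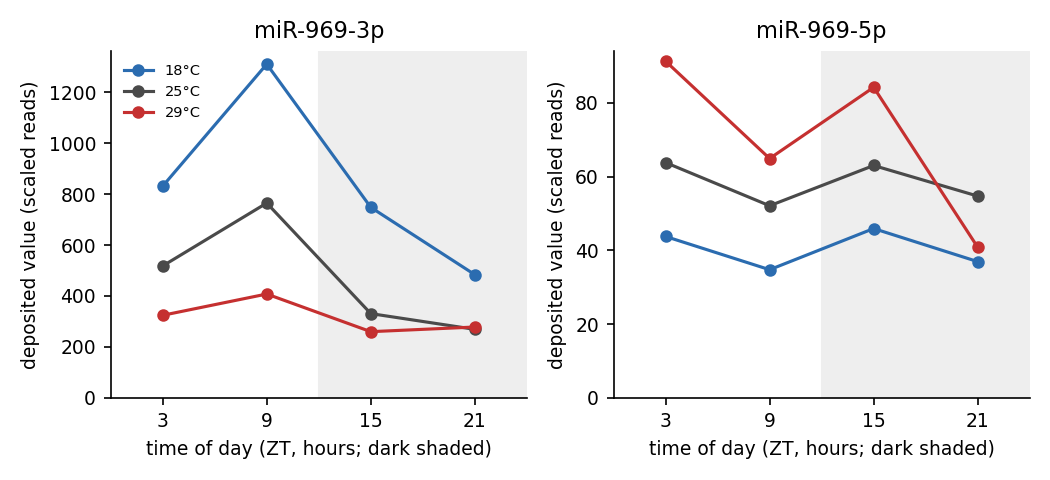
Deposited values (reads scaled by size factors, linear axes from 0) of both arms of mir-969 are plotted against time of day (ZT in hours, dark phase shaded), with 1 line per temperature and 1 library per point. miR-969-3p peaks at ZT9 at each temperature, with 1310 at 18°C, and miR-969-5p does not.

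Whether a difference between light and dark changed with temperature was tested with 2 interaction coefficients. Of 244 miRNAs, 0 had an adjusted p under 0.05, and 9 had an unadjusted p under 0.05, where chance alone gives 12.2. Leaving out a library gave from 4 to 49 at an unadjusted p, with 49 without the 29°C ZT15 library and 28 without the 25°C ZT15 library, and 0 at an adjusted p each time. The arms of mir-959 to mir-964, hairpins that lie together on chromosome 2L, from 5640940 for mir-959 to 5642201 for mir-964, in an intron of DIP-theta on the opposite strand, were compared between dark and light with temperature as covariate. Of the 12 arms, 10 had a mean of fewer than 10 reads and 2 passed the filter. Of these 2, 0 differed between dark and light (smallest adjusted p 0.995), 0 when adjusted over the list alone, and 0 had an unadjusted p under 0.05. Over the list, fry gave a p of 0.337. The other 10 arms were not tested between dark and light in this fit. In the alternative without a filter, over 403 miRNAs, 0 arms of the cluster had an adjusted p under 0.05. Between temperatures 3 arms were tested. The difference of miR-960-3p did not pass the threshold (log2 fold change of 18°C against 29°C -0.88, adjusted p 0.17), while miR-963-3p was lower at 18°C than at 29°C (log2 fold change -1.61, adjusted p 0.0173), as was miR-964-5p, with 16.1 to 23.4 in the 18°C libraries, 22.3 ± 8.84 at 25°C and 55.5 ± 13.0 at 29°C.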

Values the study reported

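The study reported 17 miRNAs with predicted sites in the part of the 3′ UTR that 3 long tim isoforms have in common. It found that 2 of these 17 changed in abundance with temperature. It gave miR-969 as about 3-fold higher at 18°C than at 29°C, and miR-33 as higher at 29°C than at 18°C.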

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

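In 46 measured quantities, 136 groups of 4 libraries of one temperature were searched for a library far from the other 3, by the ratio of its gap to the range of the group set against the 95% critical value of Dixon's test. There were 10 such groups, where chance gives 6.8. The one-sided binomial p of as many is 0.144, taking the groups as independent, which they are not, so the number alone does not set these groups apart from chance. Over all 244 tested miRNAs there were 75 such groups of 732, or 10.2%, where 5% would be 36.6, so chance alone does not account for how often such groups occurred if the miRNAs were independent, and whether it accounts for the 10 stays open. The tests on the number of groups, on the less abundant arms and on bantam-3p were chosen after the values had been seen.

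Of the 10 libraries, 6 were ZT21 libraries. At 25°C, miR-276a-5p was at 1566 in the ZT21 library (2061 reads) and at 1290 to 1308 in the others. Also at 25°C, miR-92b-3p was at 816 in that library (1074 reads) and at 887 to 899 in the others. At 29°C, miR-2a-2-5p was at 181 in the ZT21 library, on 71 reads, and at 91.3 to 102 in the others. At 18°C, miR-4916-3p was at 4.26 in the ZT21 library, on 6 reads against 1 to 2, and miR-964-5p was at 23.4, on 33 reads, against 16.1 to 17.0. The last of the 6 is the share of miR-8-3p described below. Whether ZT21 libraries stood apart in general was tested on all 244 tested miRNAs. Of the 75 values far from the other 3, 30, or 40%, were in ZT21 libraries, where equal shares give 25%. The ZT21 libraries of the 3 temperatures had 10 each. Other libraries came close, with 9 at 18°C ZT3, 9 at 25°C ZT9 and 7 at 18°C ZT9, so ZT21 stood little apart at 18°C and 25°C. A deviation of the ZT21 libraries that is not limited to the miRNAs named here may be part of this, and stays open. In the test of time of day 0 of 252 miRNAs had an adjusted p under 0.05 and 12 an unadjusted p under 0.05, but without the 18°C ZT21 library 23 had an adjusted p under 0.05, miR-2a-2-5p (0.00794) among them, so an effect of the time of day stays open too. With 1 library per temperature and time point, no test here separates time of day from the preparation of the library.

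The high values of miR-276a-5p at 25°C and of miR-2a-2-5p at 29°C are those of less abundant arms. In the 25°C ZT21 library the less abundant arm was at its highest of the 4 libraries, relative to the other arm, in 52 of 89 hairpins, and in the 29°C ZT21 library in 46 of 89. An even distribution gives 22.3, with a 95% binomial upper limit of 29 if hairpins were independent. A library-wide rise of less abundant arms may therefore account for both values. In the 18°C ZT21 library the number was 22, so the rise was not seen at all temperatures. Whether the preparation or the flies caused it was not tested.

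At 18°C, the log2 arm ratio of mir-285 was 1.23 in the ZT9 library and 0.656 to 0.746 in the others. At 18°C the 3p arm is the less abundant one, though not at 25°C or 29°C, so a library-wide fall of less abundant arms could produce this. The less abundant arm was at its lowest in that library in 22 of 89 hairpins, about the number that an even distribution gives, and at its highest in 36, which argues against it. No biological explanation was tested.

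At 18°C, miR-8-3p had 8.03% of the reads of the ZT21 library (95% Wilson interval 8.01% to 8.04%) and 5.54% to 5.73% in the others. The interval covers counting error only. The most abundant miRNA, miR-276a-3p, had 21.3% of the reads of that library and 25.4% to 26.8% in the others, which raises every other share. With its reads left out, the gap was still 0.854 of the range, above the critical value, which argues against it as the whole cause. At 29°C, bantam-3p had 4.68% of the reads of the ZT9 library (95% Wilson interval 4.67% to 4.70%) and 5.62% to 5.78% in the others. A larger share of miR-276a-3p would lower it, but that share was 27.5% there and 26.9% to 28.0% in the others, which argues against this. No biological explanation was tested for either.

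For the remaining groups, no explanation beyond the number that chance gives was tested. At 29°C, miR-9370-5p was at 13.9 in the ZT3 library, on 18 reads, and at 9.87 to 10.2 in the others. Also at 29°C, miR-967-3p was at 55.0 in the ZT9 library, on 39 reads, and at 43.3 to 43.5 in the others. With so few reads, counting error limits what can be read from miR-4916-3p, miR-964-5p, miR-9370-5p and miR-967-3p in a single library.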

How the results depend on the processing

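Alternatives were computed for 39 results on single miRNAs, hairpins and shares, and 0 of them reversed their direction. Other miRNAs and hairpins that the text names, such as miR-963-3p and miR-969-5p, were not followed through the alternatives. Between 18°C and 29°C, 39 miRNAs were called, and 13 of 15 alternatives other than leaving out a library gave counts within 1.5 times of that. The count was 18 when only miRNAs with at least 100 reads on average were tested, all of them among the 39, and 97 at an adjusted p under 0.05 without the limit on the fold change. The same 2 choices gave 4 and 48 miRNAs for 18°C against 25°C, where 10 were called, and 1 and 29 for 29°C against 25°C, where 8 were called. The majority direction of the calls between 29°C and 25°C did change, from 5 higher and 3 lower at 29°C to 11 higher and 18 lower (37.9% higher) at an adjusted p alone. Between 18°C and 25°C it was 9 higher and 1 lower against 27 and 21. The limit of 100 reads removes miRNAs from the test, 244 against 162, and 21 of the 39 called have a mean under 100 reads. With a pseudocount of 10, chosen after seeing the data, 26, 6 and 2 miRNAs were called, since a larger pseudocount shrinks the fold changes of miRNAs with few reads. DESeq2 called 36 miRNAs between 18°C and 29°C, 35 of them among the 39, and edgeR with TMM factors called 38, 37 of them among the 39.

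Leaving out each of the 12 libraries in turn gave from 35 to 45 calls for 18°C against 29°C, from 8 to 13 for 18°C against 25°C and from 5 to 10 for 29°C against 25°C, where the lowest came without the 25°C ZT3 library. For the tim list it gave 9 to 10 members, and for the arm ratio 37 to 53 hairpins, against 10 and 50. For time of day it gave from 0 to 23 miRNAs. The 23 came without the 18°C ZT21 library, and without the 29°C ZT21 library there was 1. DESeq2 also gave 1 miRNA for time of day, miR-969-3p, where limma gave 0. The cause was not tested. The interaction of temperature and light phase and the mir-959 to mir-964 cluster stayed at 0 under every alternative run. At an unadjusted p the interaction gave 9, and from 4 to 49 without single libraries, with 49 without the 29°C ZT15 library and 28 without the 25°C ZT15 library.

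The time points were not used as blocks in the test reported. With the time point as a replicate block, 39, 10 and 7 miRNAs were called in the 3 comparisons of temperatures, 10 in the tim list and 49 hairpins in the arm ratio. No count moved by over 1.5 times. Of the miRNAs and hairpins named, miR-1015-3p between 29°C and 25°C, where the libraries were taken as paired, went to an adjusted p of 0.0574. Over its alternatives it ranged from 0.0162 to 0.10, and the block changed no other call of a miRNA. Of the 49 hairpins, 46 were among the 50. With the replicate block and only the 8 libraries of 29°C and 25°C, chosen after seeing the data, 8 miRNAs were called, 8 higher and 0 lower at 29°C, 5 of them among the 8 reported. There miR-1015-3p had an adjusted p of 0.0167, and the 3 miRNAs reported as lower did not pass the filter, which then had no 18°C libraries.

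For these 39 results on single miRNAs, hairpins and shares, 949 values were computed under the alternatives. An alternative whose filter removed a miRNA or hairpin from the test gave no value for it, so such losses are not counted here. Of the 949, 913 stayed on the same side of the threshold or within the spread of the replicates. The 36 others kept their direction but no longer passed the threshold. They were 12 with a pseudocount of 10 and 24 under other alternatives, 20 of these without a single library and most for miRNAs with few reads in the comparisons with 25°C. For 18°C against 29°C, leaving out a library took 1 named miRNA, miR-1001-3p, under the limit, at a log2 fold change of 0.90 without the 29°C ZT15 library.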

Other observations

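For the counts of calls, the tests on other groupings of the libraries were chosen before the data were examined. The tests on the less abundant arms and on miR-969-3p, and those of temperature, time of day and depth on the mir-309 cluster, were chosen after the results had been seen.

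The 8 libraries of 2 temperatures can be divided into groups of 4 in 35 ways. For 18°C against 29°C, 1 of the 35, the real one, gave as many calls as the 39, and the highest number among the others was 1. For 18°C against 25°C and for 29°C against 25°C it was also 1 of 35 each, and the others gave 0 calls. For 29°C against 25°C, where the libraries were taken as paired by time point, 8 of the 35 splits part all 4 pairs. Of these 8, 1, the real one, gave as many calls, with 0 in the others, without the block and with it. For the arm ratio it was 1 of 35, with at most 10 hairpins in the others. For the tim list it was also 1 of 35, but the study chose 10 of its 12 miRNAs on these libraries, so this split says nothing on chance. For time of day, 39 of 100 shufflings of the time points within temperatures, the real order included, gave as many miRNAs at an unadjusted p under 0.05 as the 12 observed. The highest number in the other shufflings was 79. Without the 18°C ZT21 library 63 were observed, and the shufflings were not repeated for that case. Shuffled orders of all 12 libraries thus reached numbers above 63. For the interaction of temperature and light phase, 49 of 100 shufflings gave as many as observed, and the highest number in the others was 58. For the fry p of the mir-959 to mir-964 cluster, 32 of 100 gave a p as small. For the 3 comparisons of temperatures over all miRNAs and for the arm ratio, the real grouping thus gave more calls than any other, and those by time of day and light phase did not.

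Less abundant arms rose at 18°C as a group. The less abundant arm was higher at 18°C than at 29°C, relative to the more abundant arm, in 68 of 89 hairpins, with a median change of 0.49 on the log2 scale, and of the 24 miRNAs called higher at 18°C, 13 were less abundant arms and 4 more abundant arms of these hairpins. Of the 35 divisions of the 8 libraries, 1 gave a median change as large, so the exact two-sided permutation p was 0.0286, the smallest that the divisions can give. The median change of 18°C against 25°C was 0.29 and that of 25°C against 29°C 0.14. Leaving out single libraries gave 0.41 to 0.55. Among technical explanations, few reads are argued against by a median change of 0.52 over the 27 hairpins with at least 1000 reads on average in both arms. Library depth is argued against by a median change of 0.49 after all libraries were thinned to the 4423511 reads of the shallowest. Picking the less abundant arm from the 25°C libraries alone, which takes no part in the comparison, gave 0.49. Hairpins whose arms share no reads with another row gave 0.49. These values argue against an effect of picking the arm on the libraries compared and of shared reads. Ligation or PCR preferences may still affect which arm was picked. Carry-over of RNA that AGO1 did not hold, which would bring both arms alike, stays open. It does not predict a fall of the less abundant arm at 18°C, which was seen at an adjusted p under 0.05 in 10 hairpins, or in 9 with the arm picked at 25°C, but it may still account for part of the others, and no library of unbound RNA was analysed here. The preparation of single libraries also stays open, since the ZT21 libraries at 25°C and 29°C lay at 0.133 and 0.0886, near the 0.127 to 0.306 of the 18°C libraries, and apart from the other libraries of their temperatures (-0.283 to -0.0591). Under these limits, a change with temperature in which arm is loaded or kept in AGO1 is a hypothesis that these data allow and do not separate from the other causes.

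The arms of the mir-309 cluster (chromosome 2R, 8 hairpins, 13 arms) had far higher values in 4 libraries than in the other 8. Their summed values were 4004 at 18°C ZT3, 4200 at 25°C ZT9, 2154 at 29°C ZT9 and 3025 at 29°C ZT15, against 437 to 1153 in the others. For miR-286-3p they were 930, 954, 398 and 899, against 50.3 to 156. They made up at most 0.0392% of the values of a library. The high libraries do not follow temperature (smallest adjusted p of the 7 arms tested 0.294 over 3 comparisons) or time of day (0.863). Against the library nearest in depth among the other 8, which differed by at most 6.42% in reads, the sums of the 4 were higher by a median ratio of 5.38, from 1.87 at 29°C ZT9 to 6.22 at 18°C ZT3. The other 8, with 4423511 to 16840372 reads, differed among themselves by a ratio of up to 2.64. This argues against library depth as the whole cause, though the ratio at 29°C ZT9 alone lies within that range. A candidate explanation is RNA of eggs, embryos or ovaries among the heads. Its part on eggs and ovaries was tested with a separate list of 6 hairpins taken as markers of ovary and egg (mir-310, mir-311, mir-312, mir-313, mir-318 and mir-989). Embryos had no separate list, so that part was not tested. Of the 10 arms of the list, 5 had at least 10 reads on average in these head libraries. These arms may not be independent of each other. On average, 2.6 of the 4 libraries highest in such an arm were also the 4 highest in the cluster, where chance gives 1.33. For miR-312-3p all 4 were shared, with 3 each for miR-310-3p and miR-311-3p, 2 for miR-318-3p and 1 for miR-989-3p. The most abundant of them, miR-318-3p, ranged from 79.0 to 308 and was highest at 18°C ZT9, and miR-989-3p was at 13.4 and 11.2 at 18°C ZT3 and 25°C ZT9 and at 196 at 29°C ZT15. With 5 arms that go different ways, the source cannot be told apart from other causes. No arm of the cluster was called in any comparison of temperatures.

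The highest value of miR-969-3p was at ZT9 at each of the 3 temperatures. In 26 of 100 shufflings of the time points within temperatures, the real order included, the smallest p over all miRNAs was as small, so chance may produce such a case among 252 miRNAs. If the whole hairpin gave more reads at ZT9, miR-969-5p would follow, but it was highest at ZT9 at 0 of the 3 temperatures, with 34.7, 52.1 and 64.9. A daily change of miR-969-3p remains a hypothesis for a data set with replicates at each time point.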
